A study of Solanum lycopersicum with 6 samples. Its data were reported in "HSFA1a modulates plant heat stress responses and alters the 3D chromatin organization of enhancer-promoter interactions" (2023).

How the data were processed

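RNA-seq was carried out on leaves of tomato M82 plants kept at 45 °C for 0, 1 or 6 h, with 2 libraries per time. Per the labels, stranded libraries were prepared from 2 µg of total RNA and sequenced as single reads of 75 bp. The deposited values are raw read counts per gene, with no normalization and no pooling of replicates. Per the file headers, the authors counted with featureCounts 2.0.0 against version 1.1.0 of the M82 gene models. The options named there are reverse-stranded counting, a mapping quality of at least 30, counting of multi-mapped reads, counting of a read for every gene it overlaps, and the option that counts fragments of paired reads, although the labels and the methods of the study give single reads. Whether a count is a read or a fragment could not be settled from the values. The names of the alignments that entered the counting say that reads had been trimmed, aligned with Bowtie, filtered on mapping quality and freed of PCR duplicates, whereas the methods of the study name the STAR aligner for RNA-seq. Which of these produced the counts could not be settled from the values.

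These steps bear on the measurements. For all 35603 genes the length given equals its span from start to end, so reads in introns were counted. Reads that map to near-identical copies mostly receive a low mapping quality, so such genes can be undercounted even though multi-mapped reads were allowed. How duplicates were removed is open: Solyc09g015000.4 held 59370 counts over 1042 bp in a 1 h library, more than removal by start position would leave if the reads were single. Of the tested genes, 10 overlap another gene on the same strand and 930 (4.86%) overlap one on the opposite strand. Floors given in the text cover counting error only. The Wilson interval given below covers the sampling of genes, taken as independent. Coordinates are those of the deposited table, counted from 1.

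Genes were kept when at least 2 libraries held at least 50 counts, which is the filter of the study, and 19123 genes passed. Libraries were scaled with TMM factors. Gene-wise negative binomial models were fitted to all 6 libraries with edgeR 4.0.16 in R 4.3.3, so that the 3 times shared an estimate of the spread, and contrasts were tested two-sided with the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and genes with an adjusted p-value below 0.05 were called. The standard error of a log2 fold change was taken as its size divided by the square root of F. The common biological coefficient of variation was 12.3%. With 2 libraries per group there were 3 residual degrees of freedom, and the fit added 5.42 prior degrees of freedom from the other genes. CPM values were computed with TMM-scaled library sizes. Principal components and replicate differences used log2 of CPM plus 0.5. The tool of the study, DESeq2, was run in version 1.42.0 as an alternative. Of the edgeR calls, it shared 95.7% at 1 h against 0 h, 92.8% at 6 h against 0 h and 94.2% at 6 h against 1 h, each with the same sign.

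Depth was between 25147160 and 30738632 counts per library. A floor of 3 counts, the limit that a count of 0 allows, amounts to at most 0.0933 CPM at 6 h. Where both libraries of a time held at most 3 counts, no fold was given for a named gene.

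What was left of the 1 h changes was measured as the share of 1 h calls whose 6 h change was under 0.5 of the 1 h change in the same direction or of the other sign. Counts were simulated 20 times for each of 4 cases from the group means, dispersions and library sizes of these data, to give the values of that share, of the shared calls and of the correlation when 6 h equalled 1 h, when 6 h equalled 0 h and when nothing changed, and a case with the means as measured. With no change at either time, 0.4 genes were called at 1 h on average. In the case with the means as measured, 58.4% of the 1 h calls met the rule, against 58.9% measured. These counts were drawn from the measured means, so the closeness follows from the set-up.

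The procedure was tested on simulated data of 19123 genes. At a simulated log2 change of 2, edgeR recovered 99.0% of 105 genes, and at a change of 1 it recovered 75.8% of 95 genes, with 12 unchanged genes called. DESeq2 recovered 99.0% and 81.1%, with 27 unchanged genes called. All other genes were simulated without change, whereas 63.5% of genes were called at 1 h in the data. Scaling and error rates under such wide changes were therefore not tested.

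The following alternatives were chosen before the data were examined: DESeq2, RLE, upper-quartile and library size scaling, no filter on low counts, edgeR's filterByExpr, a threshold of 0.01, a minimum absolute log2 fold change of 1, fits to only the 4 libraries compared, the replicate number as a block, and leaving out each library in turn. Leaving out genes that overlap another gene, and taking the 1 h and 6 h changes against separate 0 h libraries, were chosen after the data were seen. Shares and the correlation have no test. A move of the share kept below 0.5 or of the correlation was set against the standard deviation over the 8 choices of 1 library per time, which was 3.05 percentage points and 0.0397, and that of the share of shared calls against its 95% Wilson interval over genes, from 46.1% to 47.9%.

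Genes named in the text were chosen by a rule fixed together with the first group of alternatives. These are the genes that the study names by an identifier found in the table, with 1 identifier of the primer list read as Solyc09g015000 after adding a missing digit, and the 2 largest rises and 2 largest falls at 1 h among called genes with more than 3 counts in each of the 4 libraries and no overlap between the groups. The table gives identifiers without gene names, and 0 of them matched the gene table of the SLM_r2.1 assembly used for names. Gene families, HSFA1a, HSFA2 and the gene set tests chosen at the outset were therefore not analysed here. Figures were drawn with matplotlib 3.10.9.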

Results

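The study followed the response of tomato to heat at the level of the transcriptome. RNA was sequenced from the fourth leaves of plants of Solanum lycopersicum cv. M82, a processing-type cultivar that is widely used in the laboratory, grown for 4 weeks at 24 °C with 16 h of light. Heat stress (HS) was given at 45 °C. Leaves were taken at 0, 1 and 6 h, with 2 biological replicates at each time, which makes 6 libraries. The 0 h libraries served as the control of both HS times, and no unheated plants taken at 1 or 6 h were analysed here, so a change against 0 h holds both the effect of heat and that of the time of day.

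Depth was similar in all libraries. The total count was 25147160 and 25160755 in the 0 h libraries, 30738632 and 27606231 in the 1 h libraries, and 28369763 and 28374970 in the 6 h libraries, so that the deepest library held 1.22 times the counts of the shallowest. Of the 35603 genes in the table, 27094 had at least 1 count in at least 1 library. The 19123 genes with at least 50 counts in at least 2 libraries were tested, and they held between 99.7% and 99.8% of the counts of each library.

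Replicates lay close to each other relative to the distance between times. The standard deviation across genes of the log2 difference between the 2 replicates was 0.355 at 0 h, 0.183 at 1 h and 0.295 at 6 h. The chi-square statistic of the counts of the 2 replicates was 19.1 per gene at 0 h, 5.38 at 1 h and 24.0 at 6 h. All 6 libraries were kept as separate samples, as labelled. The first principal component of the log2 CPM values took 62.0% of the variance and the second 33.9%. The first component set the 1 h libraries apart, at -98.7 and -101, from the 0 h libraries at 50.2 and 66.8 and the 6 h libraries at 47.1 and 35.6. On the second component the 0 h libraries lay at 65.7 and 54.7 and the 6 h libraries at -60.4 and -74.6.

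**Figure D1:**
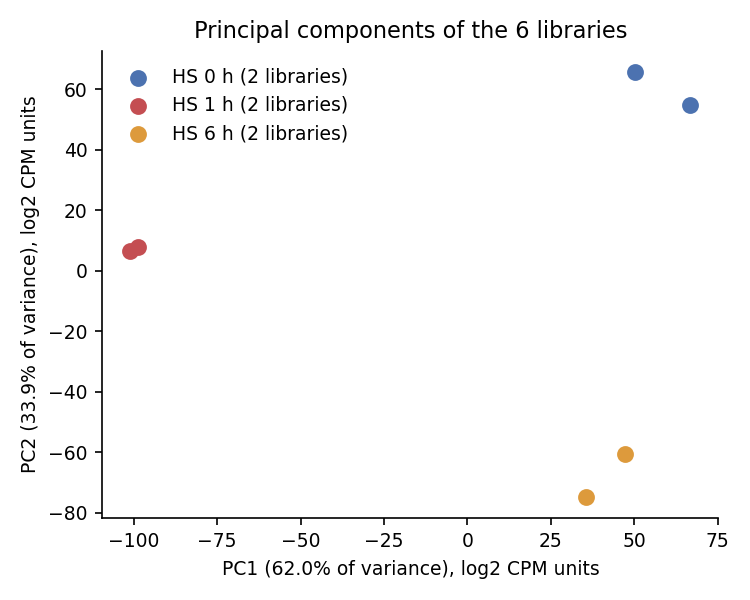
Principal components of the 6 libraries, from log2 CPM values of 19123 genes; each point is 1 library, coloured by the hours of HS, and the axes give the first and second component in log2 CPM units. The 1 h libraries lie at -98.7 and -101 on the first component, and the 0 h and 6 h libraries are parted by the second.

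The first comparison addressed the early response, by setting 1 h of HS against 0 h. Under edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p-value below 0.05, 6152 genes were higher and 5992 were lower at 1 h, together 63.5% of the genes tested. The median absolute log2 fold change of these 12144 genes was 0.97. A change of at least 1 on the log2 scale was found for 3050 of the genes that rose and 2851 of those that fell. Very large changes were mostly rises, with 184 genes higher and 26 genes lower by at least 5 on this scale. In all 3 comparisons, the fitted fold change of a gene with at most 3 counts in both libraries of a time depends on the prior count. The CPM values of the 2 groups did not overlap in 83.6% of all tested genes, against the 33.3% that chance gives for groups of 2. Among the alternatives at the same threshold, library size as the only scaling moved these numbers most, to 5061 genes higher and 7166 lower.

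A group of 76 tested genes had at most 3 counts in both 0 h libraries. Of these, 73 were called higher at 1 h and 38 were called higher at 6 h. Such genes pass the filter only with at least 50 counts in 2 heated libraries, so these calls are largely set by the filter. At most 3 counts were held in both libraries by 13 tested genes at 1 h and by 73 at 6 h. In 5 of the genes at this level at 0 h and called at 1 h, both 1 h libraries held over 1000 counts.

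The second comparison set 6 h of HS against 0 h and addressed the later response. At an adjusted p-value below 0.05 in edgeR's test, 5900 genes were higher and 5350 lower, which is 58.8% of the genes tested. Their median absolute log2 fold change was 0.85, and 4539 of these 11250 genes changed by at least 1 on the log2 scale, 2599 of them upwards and 1940 downwards. Rises of at least 5 were found in 43 genes and falls of at least 5 in 23. Of the genes called at 6 h, 3818 (33.9%) were not called at 1 h, and these split into 2247 higher and 1571 lower genes.

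The third comparison set 6 h of HS directly against 1 h and tested whether the early and the later effect differed. It gave 6633 genes higher and 6055 genes lower at 6 h, or 66.3% of the genes tested. Here 177 genes were lower by at least 5 on the log2 scale and 11 were higher. A test over the 3 times together gave 16045 changed genes, 83.9% of those tested.

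The balance between rises and falls depended on how the libraries were scaled. The TMM factors, which correct each library for its composition, were 0.955 and 0.992 at 0 h, 0.884 and 0.866 at 1 h, and 1.14 and 1.22 at 6 h. Under TMM the median log2 fold change of all tested genes lay at 0.00 for 1 h against 0 h, 0.03 for 6 h against 0 h and 0.06 for 6 h against 1 h. With library size alone these medians were -0.15, 0.30 and 0.48. The share of calls that were rises then went from 52.4% to 71.0% at 6 h against 0 h, and from 52.3% to 74.3% at 6 h against 1 h. At 1 h against 0 h it went from 50.7% to 41.4%. The counts hold no external standard, so changes are relative to the other genes of the same libraries.

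**Figure D2:**
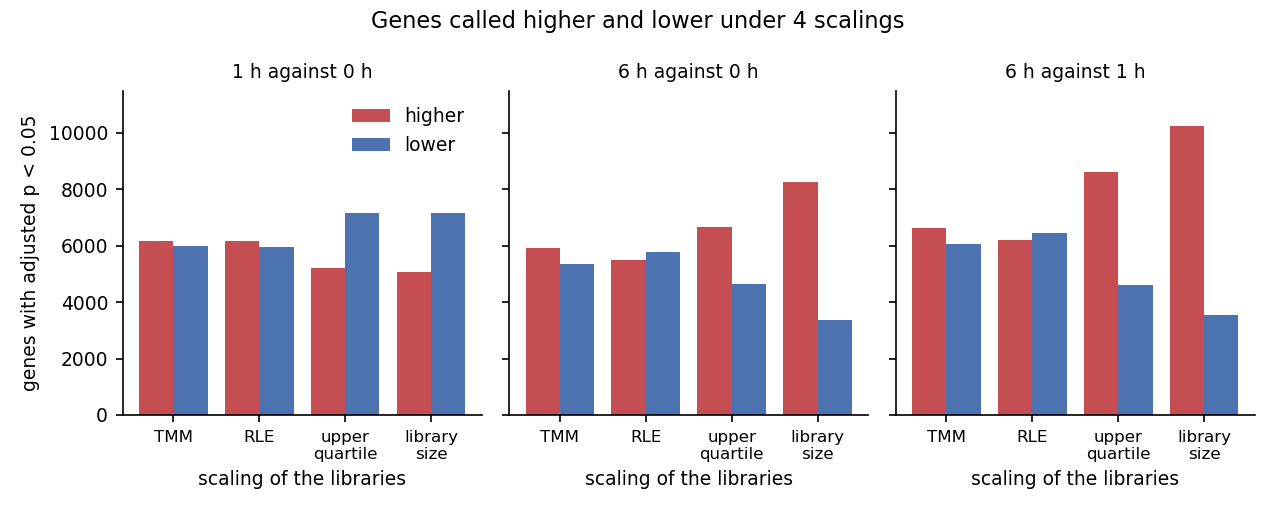
Number of genes called higher (red) and lower (blue) at an adjusted p-value below 0.05 in each of the 3 comparisons, with the libraries scaled by TMM, RLE, upper quartile or library size alone; bars start at 0. At 6 h against 1 h the genes called higher rise from 6633 under TMM to 10248 under library size, while those called lower go from 6055 to 3552.

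How much of the 1 h change was left at 6 h was then examined. Of the 12144 genes called at 1 h, 58.9% kept less than 0.5 of their 1 h log2 fold change at 6 h or had changed sign. This share takes in 1725 genes called in the opposite direction at 6 h and genes such as Solyc09g015000.4 that were still called higher. It is therefore not the share that was back at the initial level. This share was 59.7% among the genes that rose and 58.1% among those that fell. In 20 simulated data sets with the dispersions and depths of these libraries, it was 2.85% on average when 6 h equalled 1 h in every gene and 97.2% when 6 h equalled 0 h. The alternative that moved it most was library size scaling, with 62.6%. Among the genes that rose by at least 1 at 1 h, the median log2 fold change was 1.66 at 1 h and 0.60 at 6 h. Among those that fell by at least 1, it was -1.51 at 1 h and -0.55 at 6 h.

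Counted by calls, 47.0% of the genes called at 1 h were called in the same direction at 6 h. A minimum absolute log2 fold change of 1, asked for at 6 h as well as at 1 h, moved this share most, to 33.0%. With the minimum asked for at 1 h alone, 54.7% of the genes that rose and 51.4% of those that fell were called in the same direction at 6 h. The simulations gave 91.6% for a 6 h state equal to 1 h and 0.00246% for one equal to 0 h. Of the genes that rose at 1 h, 2927 (47.6%) were still higher at 6 h, 2226 (36.2%) were not called and 999 (16.2%) were called lower. Of those that fell, 2780 (46.4%) were still lower, 2486 (41.5%) were not called and 726 (12.1%) were called higher. The difference between 6 h and 1 h was itself called, in the direction back towards 0 h, for 3949 of the genes that rose (64.2%) and 3635 of those that fell (60.7%).

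Across genes, the log2 fold changes at 1 h and 6 h had a Pearson correlation of 0.436 and a Spearman correlation of 0.402. Genes are not independent replicates, and both changes were taken against the same 0 h libraries. Simulated libraries with no change at either time gave a Pearson correlation of 0.511 from the shared controls alone. With the 1 h changes as measured and 6 h equal to 0 h in every gene the simulated value was 0.111, and with 6 h equal to 1 h it was 0.987. When the 1 h change was taken against one 0 h library and the 6 h change against the other, an alternative chosen after the data were seen, the correlation was 0.289 with replicate 2 as the control of 1 h and 0.517 with replicate 1.

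**Figure D3:**
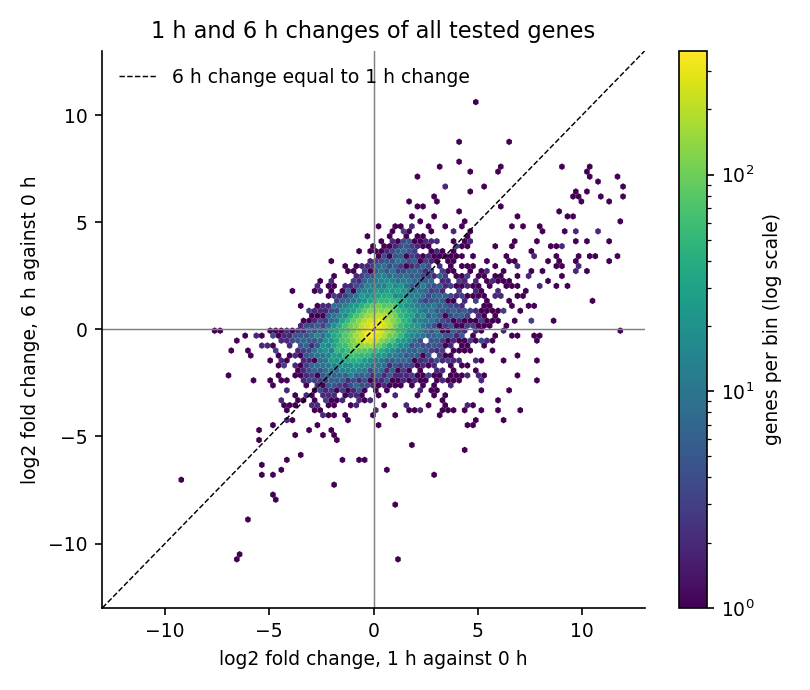
Log2 fold change at 1 h against 0 h (horizontal) and at 6 h against 0 h (vertical) for the 19123 tested genes; the colour gives the number of genes per bin on a log scale and the dashed line marks equal changes. The cloud has a Pearson correlation of 0.436, and the genes far to the right lie mostly under the dashed line.

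Single genes were examined next. The gene Solyc09g074475.1, which the study used to test an enhancer contact, spans 62649309 to 62650158 on the plus strand of chromosome 9 (850 bp, version 1.1.0 of the M82 gene models). Its expression was 0.493 ± 0.129 CPM (SD, n = 2) at 0 h, 83.0 ± 11.6 CPM at 1 h and 2.55 ± 1.41 CPM at 6 h. The log2 fold change against 0 h was 7.39 at 1 h (SE 0.381, edgeR adjusted p = 1.7e-06) and 2.38 at 6 h (SE 0.473, edgeR adjusted p = 0.00291). The 0 h values rest on 14 and 10 counts. Without replicate 2 of 6 h the 6 h value was 1.65.

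Another gene named by the study, Solyc03g026270.3, lies on the plus strand of chromosome 3 from 3679642 to 3680259 (618 bp). It was weakly expressed, with 1.07 ± 0.492 CPM (SD, n = 2) at 0 h, 4.40 ± 0.350 CPM at 1 h and 1.22 ± 0.292 CPM at 6 h. It rose by 2.04 on the log2 scale at 1 h (SE 0.353, edgeR adjusted p = 0.0011). At 6 h the change of 0.19 (SE 0.377, edgeR adjusted p = 0.679) was within the spread between replicates, and its sign turned to -0.26 without replicate 2 of 0 h and to -0.07 without replicate 1 of 6 h. The change from 1 h to 6 h was called, with a log2 fold change of -1.84 (SE 0.337, edgeR adjusted p = 0.00141).

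For Solyc09g015000.4, the study's primer list gives an identifier with 1 digit fewer, which was read as this gene. It lies on the plus strand of chromosome 9 from 7536107 to 7537148 (1042 bp). It went from 7.32 ± 0.435 CPM (SD, n = 2) at 0 h to 2221 ± 46.5 CPM at 1 h and 66.7 ± 26.4 CPM at 6 h. These are log2 fold changes of 8.24 at 1 h (SE 0.339, edgeR adjusted p = 6e-07) and 3.19 at 6 h (SE 0.280, edgeR adjusted p = 4.8e-05).

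The actin gene that served as the qPCR reference in the study, Solyc03g078400.3, spans 46846329 to 46849552 on the plus strand of chromosome 3 (3224 bp). It had 769 ± 69.6 CPM (SD, n = 2) at 0 h, 714 ± 6.72 CPM at 1 h and 527 ± 31.1 CPM at 6 h. Its change at 1 h was not significant, with a log2 fold change of -0.11 (SE 0.144, edgeR adjusted p = 0.535). At 6 h it was -0.54 (SE 0.145, edgeR adjusted p = 0.0116). This call was lost under library size scaling, where the log2 fold change was -0.27 (edgeR adjusted p = 0.0738, the highest over 9 alternatives). The lowest adjusted p-value over them was 1.2e-05, from DESeq2, and the lowest from edgeR was 0.00636, without a filter on low counts.

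By a rule fixed in advance, the 2 largest rises and the 2 largest falls at 1 h among genes with more than 3 counts in each of the 4 libraries compared are given as well. The largest rise was that of Solyc08g062437.1, on the minus strand of chromosome 8 from 51943341 to 51944474 (1134 bp). It had 1.15 ± 0.610 CPM (SD, n = 2) at 0 h, 2212 ± 34.7 CPM at 1 h and 82.7 ± 44.4 CPM at 6 h. Its log2 fold change was 10.91 at 1 h (SE 0.549, edgeR adjusted p = 1.5e-06) and 6.17 at 6 h (SE 0.485, edgeR adjusted p = 2.9e-05). The control of this gene rests on 38 and 18 counts, and without replicate 1 of 0 h the values were 11.57 and 6.83. Without replicate 2 of 6 h the 6 h value was 5.48.

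Next came Solyc03g113930.3, on the plus strand of chromosome 3 from 59970587 to 59971153 (567 bp). It rose from 1.06 ± 0.492 CPM (SD, n = 2) at 0 h to 1975 ± 128 CPM at 1 h, and 127 ± 49.4 CPM were left at 6 h. The log2 fold change was 10.85 at 1 h (SE 0.436, edgeR adjusted p = 5.5e-07) and 6.90 at 6 h (SE 0.394, edgeR adjusted p = 6.9e-06).

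**Figure D4:**
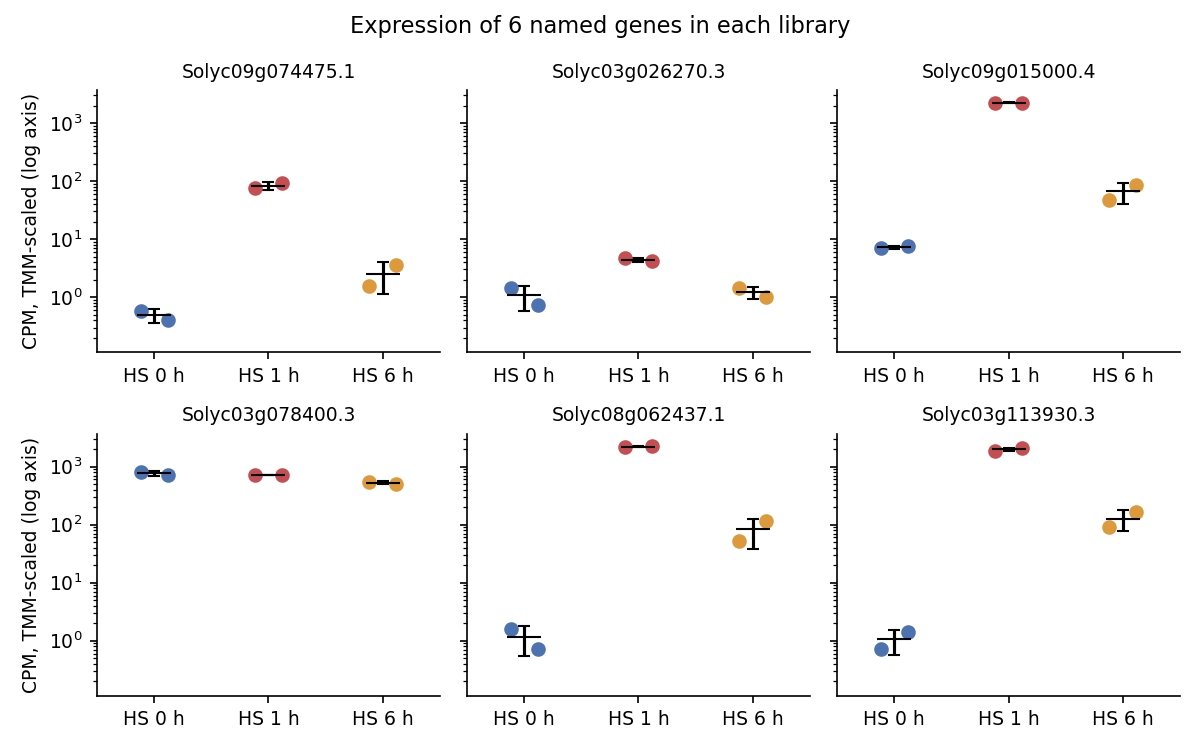
CPM scaled by TMM, on a log axis, of the 4 genes named by the study (Solyc09g015000.4 by an identifier with 1 digit fewer) and the 2 with the largest rise at 1 h; points are the 2 libraries of each time, the horizontal dash is their mean and the bars are ± 1 SD. Apart from the actin gene Solyc03g078400.3, all lie highest at 1 h, with 2221 CPM for Solyc09g015000.4 and 4.40 CPM for Solyc03g026270.3.

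The largest fall was that of Solyc08g080040.4, on the minus strand of chromosome 8 from 64209129 to 64210989 (1861 bp). Its end overlaps Solyc08g080030.4 on the opposite strand, and the counting used strand. It had 30.1 ± 11.9 CPM (SD, n = 2) at 0 h and 0.359 ± 0.144 CPM at 1 h, from 7 and 11 counts, which is a log2 fold change of -6.39 (SE 0.412, edgeR adjusted p = 4.9e-06). At 6 h the libraries held 0 and 1 counts, against 519 and 958 at 0 h, and no fold is given for so few counts.

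For Solyc11g066580.3, on the plus strand of chromosome 11 from 55556086 to 55559921 (3836 bp), expression was 17.1 ± 6.59 CPM (SD, n = 2) at 0 h and 0.283 ± 0.192 CPM at 1 h. The log2 fold change of -5.93 (SE 0.446, edgeR adjusted p = 1.1e-05) rests on 4 and 10 counts at 1 h, and it was -5.34 without replicate 1 and -6.82 without replicate 2 of that time. At 6 h each library held 1 count, against 299 and 543 at 0 h, and no fold is given here either. Whether any of these genes shares reads with a near-identical copy elsewhere in the genome was not examined.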

Values the study reported

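The study reported 5034 putative binding sites of HSFA1a from DAP-seq, which were linked to 1,035 genes differentially expressed under heat stress. Among putative HSFA1a targets with differential expression after 1 h, the study gave 65% as up-regulated and 35% as down-regulated.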

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

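The comparisons with other scalings and with simulated counts, and the question of time of day, were chosen after the number of genes was known; the other tests were chosen before their results were seen.

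A set of 1725 genes changed in opposite directions at the 2 times of HS. Each was called against 0 h at 1 h and at 6 h with opposite signs. Opposite changes against the same 0 h libraries already imply a difference between the times. The direct comparison of 6 h with 1 h was called for all 1725 genes, so it adds no separate evidence for them. In 999 of them expression rose at 1 h and lay below 0 h at 6 h, and in 726 the order was the other way round. In 304 genes both changes were at least 1 on the log2 scale, with 202 higher and 102 lower at 1 h.

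Several technical explanations were argued against by the tables. Scaling of the libraries could move genes across 0, yet 212 of the 304 genes met the same limits under all 4 scalings, and 1106 of the 1725 were called in the same opposite directions under all 4. For the other genes of the 1725 a direction or a call depends on the scaling. Counting and replicate noise gave at most 3 such genes in any of the simulated data sets with 6 h equal to 1 h or to 0 h. With 6 h equal to 0 h, only 0.65 genes on average were called at 6 h against 0 h. With 6 h equal to 1 h, 1.35 were called at 6 h against 1 h. Opposite calls were thus rare there by the set-up. In the data 11250 genes were called at 6 h, which loosens the p-value limit, so the simulations cannot bound the part of noise in the 1725. A single library out of line was examined by picking genes in the first replicates alone. Of the 255 genes with opposite changes of at least 1 there, 83.5% changed in the same opposite way in the second replicates, against 33.3% of all genes with opposite signs in those replicates. Picked in the second replicates, 195 genes gave 93.8% in the first, against 38.1% of all genes with opposite signs there. The rates of all genes count opposite signs in either order and changes of any size, so they are not a like baseline. The check covers only genes picked at changes of at least 1, not most of the 1725. Removing a trend over gene length from each library, which moved the 1 h log2 fold changes by at most 0.20, left 279 of the 304 genes. Overlapping genes were about as common in the set as elsewhere, with 4.99% against 4.91% of all tested genes. GC content was not examined, since it needs the genome sequence.

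Time of day cannot be told apart from the length of the heat treatment, because there were 0 unheated groups at 6 h. Genes with a daily rhythm may therefore make up part of the set. A response to heat that turns over between 1 h and 6 h stays open as well, and it was not tested further.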

How the results depend on the processing

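Scaling by library size moved genes between falls and rises. The genes lower at 6 h than at 0 h went from 5350 to 3379, those higher at 6 h than at 1 h from 6633 to 10248, and those lower at 6 h than at 1 h from 6055 to 3552. The median log2 fold change of all tested genes moved to 0.30 at 6 h against 0 h and 0.48 at 6 h against 1 h under this scaling. It also moved the share of 1 h calls that kept less than 0.5 of their change from 58.9% to 62.6%, and the share called again in the same direction from 47.0% to 43.9%. Upper-quartile scaling moved the latter to 45.3%, and the rises among calls at 6 h against 1 h went from 52.3% to 65.1%, with 8621 genes higher and 4619 lower. RLE scaling left both shares and the correlation within their limits of change. Under it, however, falls outnumbered rises at 6 h against 0 h (5762 and 5495) and at 6 h against 1 h (6447 and 6205). DESeq2, which scales in the manner of RLE, turned the balance in the same way, with 5607 falls and 5144 rises at 6 h against 0 h and 6274 falls and 5929 rises at 6 h against 1 h. Which direction prevailed at 6 h was thus not settled by these counts.

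A minimum absolute log2 fold change of 1 lowered the numbers by its construction. It left 3050 genes higher and 2851 lower at 1 h than at 0 h, 2599 higher and 1940 lower at 6 h than at 0 h, and 3323 higher and 2790 lower at 6 h than at 1 h. Among the genes called at 1 h under this limit, 62.3% kept less than 0.5 of their change, and 33.0% met the limit again in the same direction, which the limit at 6 h brings about. The share called again in the same direction was 39.7% at an adjusted p-value below 0.01, where fewer genes pass at each time, and 42.9% in fits to only the 4 libraries compared. Those fits called fewer genes at 6 h against 0 h, with 5133 higher and 4750 lower in place of 5900 and 5350. At 6 h against 1 h they called more, with 6754 higher and 6633 lower, so fewer samples alone do not account for the move. Without a filter the share called again was 46.0%, with 27094 in place of 19123 genes tested. With filterByExpr, which tested 21548 genes, both shares and the correlation stayed within their limits of change. They did so too without the genes overlapping another gene, an alternative chosen after the data were seen (18185 genes tested).

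Leaving out 1 library leaves 1 sample at a time, so no calls were made. Over the 6 fits the share that kept less than 0.5 of the change ranged from 56.3% to 61.7%, and the correlation of the 1 h and 6 h changes ranged from 0.388 without replicate 2 of 6 h to 0.494 without replicate 1 of 0 h. With separate 0 h libraries, also chosen after the data were seen, the correlation was 0.289 with replicate 2 as the control of 1 h and 0.517 with replicate 1, and with replicate 1 the share was 55.9%. The cause of these moves was not tested beyond the comparison of the 0 h replicates given among the other observations.

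The replicate numbers are shared between the times but name no common batch, and the correlation of the replicate differences was -0.10 between 0 h and 1 h, -0.02 between 0 h and 6 h and 0.20 between 1 h and 6 h. The fit with a replicate block gave 6157 genes higher and 5931 lower at 1 h than at 0 h, 5837 and 5280 at 6 h than at 0 h, 6594 and 6070 at 6 h than at 1 h, and 15944 over the time course. It changed no call of a named gene.

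Among the named genes, under the alternatives at the same threshold, the actin gene alone changed a call. Its fall at 6 h against 0 h was lost under library size scaling, and its fall at 6 h against 1 h was lost under library size and upper-quartile scaling. In fits without 1 library, 8 other values of named genes moved by more than the standard deviation of their replicates. Gene set tests and values of the correlation under other thresholds were not run. With 2 libraries per time, the calls of weakly expressed genes rest on few counts, which limits the precision of the largest fold changes rather than their direction.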

Other observations

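The tests of actin, the test of depth, the test of divergent pairs far apart, the difference between divergent and convergent pairs, the two-sided p-value for neighbours of induced genes and the p-value without strongly induced neighbours were chosen after the values they concern were seen.

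Neighbouring genes changed together at 1 h. Across 12604 pairs of adjacent tested genes that do not overlap, the Spearman correlation of the 1 h log2 fold changes was 0.116, above the highest of 1000 shuffled gene orders (0.0266). Pairs are not independent replicates. Reads counted for overlapping genes are argued against as the cause, since these pairs do not overlap, and the 268 overlapping pairs had a correlation of 0.0189. The correlation depended on orientation. It was 0.168 in 6761 pairs on the same strand and 0.115 in 2936 divergent pairs, both above all shuffled orders, and -0.00800 in 2907 convergent pairs, which 676 of the 1000 shuffled orders exceeded or equalled. The difference between divergent and convergent pairs was 0.123 (two-sided permutation p = 1e-04, the smallest that 10000 permutations can give). Convergent pairs are the closest, with a median gap of 1050 bp against 5570 bp for divergent pairs. Incomplete strand separation predicts the opposite order of divergent and convergent pairs. Reads running into a same-strand neighbour predict a high value in same-strand pairs, which was seen, but none in divergent pairs. The value of 0.115 in divergent pairs thus speaks against both as the whole cause, while a part in same-strand pairs stays open. At 6 h against 0 h the values were 0.168, 0.102 and -0.00767 for same-strand, divergent and convergent pairs.

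One candidate explanation is a start region shared by divergent genes. Divergent pairs up to 1000 bp apart had a correlation of 0.228 (203 pairs) and those farther apart 0.108 (2733 pairs). The difference of 0.120 did not pass the threshold (one-sided permutation p = 0.0535), so a contribution stays open. It is argued against as the whole cause in divergent pairs, because the value of the pairs farther apart lay above all 1000 shuffled orders (highest 0.0512). Copies of a gene lying side by side may add to the value of pairs on the same strand, which was not tested since it needs sequence. In some cases neighbours also varied together without a difference in heat. Between replicates, same-strand pairs had correlations of 0.0900 at 0 h, 0.0282 at 1 h and 0.112 at 6 h, and divergent pairs had 0.0126, 0.0299 and 0.0800. The same-strand value at 1 h and the divergent values at 0 h and 1 h are small. They lie below the highest shuffled orders of the 1 h change, 0.0413 for same-strand and 0.0492 for divergent pairs. Part of the values at 1 h may thus not be specific to heat.

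Transcription past the end of strongly induced genes was examined as a source of apparent induction. Among same-strand neighbours within 5 kb of the 579 genes that rose by at least 3 on the log2 scale, the median log2 fold change was 0.31 in 150 downstream neighbours and 0.63 in 145 upstream neighbours. The difference of -0.32 is opposite in sign to what such reads would give (one-sided permutation p = 0.956, two-sided p = 0.0823). Without neighbours that were themselves strongly induced, the medians were 0.03 and 0.32 (one-sided permutation p = 0.977). The spread among these neighbours keeps a small contribution open.

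The 2 libraries at 0 h differed along the direction of the later change. Across genes, the difference between the 0 h replicates had a Pearson correlation of 0.388 with the change from 1 h to 6 h, although these values share no library. The largest correlation between the replicate differences of separate times was 0.199. With 3 such correlations, each between single-library differences, the spread that chance gives is unknown, so chance alignment stays open. After trends over expression level and gene length were removed from both, the value was 0.367, so these trends account for little of it. The 6 h replicate difference had a value of 0.369 with the change from 0 h to 1 h, and the 1 h replicate difference one of 0.0545 with the change from 0 h to 6 h. A candidate explanation is that the replicates were caught at different points of a programme that also changes under heat or over the day. No sampling times of single plants were analysed here, so this stays a hypothesis. It bears on the correlation of the 1 h and 6 h changes, which went from 0.289 to 0.517 with the choice of the 0 h library.

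Counts were spread over more genes at 6 h. The number of genes needed to hold 50% of the counts was 1243 and 1333 at 0 h, 1246 and 1199 at 1 h, and 1757 and 1996 at 6 h. Depth is argued against, because the totals of the 1 h libraries, 30738632 and 27606231, lie on either side of both 6 h totals, and the higher of their values was 1246. The most abundant genes alone are argued against too, because without the 100 most abundant genes the lowest 6 h value was 2220 and the highest of the others 1821. No biological explanation was tested beyond the times themselves, and time of day is not separable from heat here. This evenness goes along with the high TMM factors at 6 h, and the scalings parted most there.

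The actin gene Solyc03g078400.3 fell at 6 h relative to most genes. Its log2 fold change was -0.54 under TMM, -0.59 under RLE, -0.46 under upper-quartile scaling and -0.27 under library size scaling, where it was not called. Scaling may therefore account for whether a fall is seen. Under TMM it lay at -0.57 from the median of all tested genes, a distance that a change of scaling leaves nearly as it is by construction. Since the counts carry no external standard, whether actin transcripts fell or most other transcripts rose per cell cannot be told from them.

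Gene length and gene density gave small values at 1 h. The rank correlation of the 1 h change with gene length was -0.0364, and that of a replicate difference with length reached 0.0509 in size. A length bias between libraries is therefore possible. Replicate differences spread less than the 1 h changes, so these sizes cannot show that such a bias is enough. After a trend over gene length was removed from each library, a correlation of -0.0238 was left. The share of counts from the 4810 tested genes in gene-poor regions, with at most 167 genes within 1 Mb on either side, was 21.9% and 21.8% at 0 h, 22.1% and 22.1% at 1 h, and 22.3% and 22.5% at 6 h. Without the 100 most abundant genes the difference between 1 h and 0 h was 0.316 percentage points, so these genes are not its source, but groups of 2 do not overlap by chance in 33.3% of cases. The median log2 fold change at 1 h was -0.00521 in gene-poor regions and 0.00107 in the other genes, opposite in direction to the rise in share. At 6 h the contrast of medians was larger, with 0.14 in gene-poor regions and -0.01 in the other genes. Without the 100 most abundant genes the share was 23.0% and 23.2% at 6 h against 22.5% and 22.3% at 0 h. The cause of the 6 h contrast was not tested.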
